A study of Mus musculus with 4 samples. Its data were reported in "Rapid and stable changes in maturation-related phenotypes of the adult hippocampal neurons by electroconvulsive treatment" (2017).

How the data were processed

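RNA was prepared from the dentate gyrus of C57Bl/6 mice and measured on Affymetrix Mouse Genome 430A 2.0 arrays, on which each transcript is read by 1 or more probe sets. There were 4 arrays, 1 for each of 4 groups, and the RNA of 3 mice was pooled for each array. The groups were sham treatment (1 h), a single electroconvulsive stimulation (ECS; 1 h), 10 ECS (48 h after the last) and 11 ECS (1 h after the last). ECS was a bilateral current of 25 mA through ear clips for 1 s, at 100 pulses per s of 0.5 ms each, under isoflurane anaesthesia, with 4 sessions a week for up to 3 weeks in the repeated groups. Sham mice were handled in the same way without a current. Groups were taken from the sample titles. The free-text descriptions of 3 of the 4 samples name another treatment than their titles, sources and treatment fields, which match each other. The labels give only the time since the last ECS for the 48 h group. By the study's description, the RNA came from mice that were given either a sham or an ECS session after no or 10 earlier ECS and were dissected 1 h after it, so the 48 h group had a sham session 1 h before dissection.

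The authors amplified 100 ng of RNA with a 3' in vitro transcription kit, hybridised the arrays and computed a signal per probe set with Microarray Suite 5.0 (MAS5 in the submitters' processing notes, no version given). The deposited values are these MAS5 intensity values on a linear scale, 1 per probe set and array. The scaling between arrays is not given in the sources used here. The means of the 4 arrays after trimming 2% at each end were 239, 214, 217 and 207 signal units, so the arrays did not share 1 scaling target over all probe sets. The detection calls and change calls of the MAS5 software were not used here. For arrays, it is their number that limits the precision: with 1 array per group no spread within a group can be measured. No standard error, test or p-value was therefore computed. The response to ECS and the difference after earlier ECS were each measured on separate pairs of arrays. The difference of responses uses all 4 arrays and has no repeat.

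The design, the gene lists and the rule for named genes were fixed before the data were examined. The table held 22626 probe sets besides 64 control probe sets. Gene symbols came from the probe set annotation of the array, with the gene table of the mouse assembly GRCm38.p6 used only for names. A single symbol was given for 20380 probe sets, several for 691 and none for 1555, and 0 symbols had to be updated. The 20380 probe sets stand for 12393 genes, of which 4956 had several probe sets. A gene was represented by its probe set with the highest mean signal over the 4 arrays. Signals under a floor of 12, the 25th percentile of all signals, were set to the floor. The rule fixed beforehand took 50 signal units as the floor if the median of the sham array was at least 100, and this percentile otherwise. The median was 69.3. A gene at the floor on the dimmer array of a comparison has a ratio that is only a lower bound, written as at least N-fold. A gene at the floor on both arrays has no value. Which of both responses of a gene is smaller was left open where the 10 ECS array was at the floor and the bound did not exceed the first response. Counts of genes past 2-fold and list medians take signals at the floor as the floor.

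For each of 4 comparisons, log2 ratios were taken between single ECS and sham, 11 ECS and 10 ECS, 10 ECS and sham, and 11 ECS and single ECS. Genes at least 2-fold apart were counted, a limit that is a size and not a test. The difference of responses is the log2 ratio of 11 ECS over 10 ECS minus that of single ECS over sham, and it uses all 4 arrays. Among genes at least 2-fold apart after a single ECS, those with a response to the 11th ECS at least 2-fold smaller were counted, and the mirror count exchanged the roles of both responses. Pearson and Spearman correlations of responses are across genes, and genes are not independent replicates. The spread between probe sets of the same gene, both above the floor, was the error available. Its pooled SD was 0.29, 0.27, 0.29 and 0.28 on the log2 scale for the 4 comparisons in the order above. It covers probe sets, not arrays or mice.

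The named genes were, per comparison and among genes with a signal of at least 48.0 (4 times the floor) on the brighter array, the 10 highest and 10 lowest log2 ratios of genes above the floor on both arrays, and up to 5 highest and 5 lowest bounds. To these were added up to 4 measured members of each gene list with the ratios farthest from 0, the 6 most positive and the 6 most negative differences of responses among genes above the floor on all 4 arrays, and the genes Fos, Gadd45b, Nr4a1, Arc, Egr1, Calb1, Tdo2, Dsp and Il1r1. A gene named outside this rule is said to have been chosen after its values were seen. Of the genes picked from single comparisons and the difference of responses or fixed by name that were past 2-fold, 14, 11, 12 and 11 in the 4 comparisons had another measured probe set. It lay at least 2-fold away from the brightest in 11, 7, 7 and 3 of them and had the opposite direction in 5, 2, 3 and 1, with signals at the floor taken as the floor.

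There were 33 gene lists. Early response lists held immediate early transcription factors, activity-regulated effector genes, feedback inhibitors of MAP kinase and cytokine signalling, and the genes that the study measured by PCR on these RNA samples. Neuronal lists held the mature granule cell markers of the study, granule cell identity genes, immature neuron markers, CA1 and CA3 pyramidal cell markers, interneuron markers, neuropeptides and granins, neurotrophic and growth factors, glutamate receptors, GABA receptors and potassium channels. Lists of other cells held astrocyte, microglia, oligodendrocyte, oligodendrocyte precursor, endothelial, choroid plexus, and meningeal and mural cell markers. Pathway lists held cell cycle, cholesterol biosynthesis, endoplasmic reticulum chaperones and stress, cytosolic heat shock, circadian clock, glucocorticoid-responsive, interferon response, housekeeping, ribosomal protein and oxidative phosphorylation genes. A last pair held the genes of probe sets named by the study as raised or lowered 24 h after repeated ECS in other mice, each gene read by its brightest probe set like the rest. A list's median was taken over its members above the floor on at least 1 array of the comparison, and it is given after subtracting the median of all genes. Its percentile was taken among 10000 random lists of the same size, drawn within 20 bins of mean signal, and describes these arrays only.

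The alternatives planned were other floors, scaling of each array to the same median, quantile normalization, cyclic loess normalization, the median over a gene's probe sets, leaving out probe sets that may cross-hybridise, counting probe sets, other fold limits, the sham array as baseline of the later response, and other ways of picking genes. A floor of 50 signal units, alone and with median scaling, counts over genes above the floor on all 4 arrays and the reading of the last pair of lists by the named probe sets themselves were added after seeing the data. The counting was tested on simulated data, in which 200 genes of the real sham profile were given known fold changes. For single ECS against sham, 50.8% of 63 genes set to 2-fold passed the 2-fold limit, as did 100.0% of 69 genes set to 4-fold and 100.0% of 68 set to 8-fold. For 11 ECS against 10 ECS, the shares were 36.5%, 100.0% and 100.0% of the same numbers of genes. Among unchanged simulated genes, 78 and 71 of 12193 passed the limit in these comparisons, 56 of 12393 for 10 ECS against sham and 79 of 12393 for 11 ECS against single ECS. With equal true responses, 11.2% of induced genes had a 2-fold smaller response to the 11th ECS, and 13.2% in the mirror count. Of 200 unchanged lists, 3.5% lay outside the middle 95% of random lists. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for cyclic loess. Probe sets without a single gene name entered no comparison of genes.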

Results

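The study asked how ECS, a rodent model of electroconvulsive therapy, alters granule cells (GCs) of the adult dentate gyrus (DG), and whether the acute response to ECS is altered by earlier sessions. Gene expression in the DG was measured on 4 arrays, 1 each for sham treatment at 1 h, a single ECS at 1 h, 10 ECS at 48 h and 11 ECS at 1 h. Each array was hybridised with RNA pooled from 3 mice, so no group below has a replicate array. The median signal was 69.3 for sham, 56.3 for single ECS, 62.4 for 10 ECS and 56.7 for 11 ECS. In the same order, 76.7%, 73.9%, 75.4% and 73.9% of probe sets were above the floor of 12 signal units. The 3' to 5' signal ratio of Gapdh, a measure of RNA integrity, was 1.02, 1.06, 0.963 and 0.985, and that of Actb was 1.91, 1.92, 1.95 and 1.93. Spearman correlations between pairs of arrays, across probe sets, lay between 0.975 and 0.981.

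A single ECS was compared with sham to describe the acute response of mice without earlier stimulation. Genes of neuronal activation were far higher at 1 h. The transcription factor genes Egr2, Atf3 and Fosb had 34.4-fold, 33.8-fold and 30.0-fold higher signals, and Arc, which encodes a synaptic protein that regulates glutamate receptor endocytosis, went from 119 in sham to 3570 units, 30.1-fold. Egr2 and Atf3 read 12.3 and 15.4 units in sham, close to the floor of 12. The other probe set of Egr2 lay at least 2-fold away from the brightest. Fos was 13.2-fold, Nr4a1 10.4-fold, Gadd45b 8.55-fold and Egr1 5.78-fold higher. Among the named genes above the floor on both arrays, the 10 lowest ratios belonged to genes with at most 127.7 units in sham. After ECS these genes had at most 40.0 units. The lowest was the zinc finger gene Zfp53, with 121 units in sham and 22.1 after ECS.

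The early genes were higher as groups. Of 28 measured immediate early transcription factors, 21 were at least 2-fold higher, 0 were 2-fold lower and 7 lay between. Nr4a2 was 15.4-fold higher. The list's median lay 1.98 above that of all genes on the log2 scale, above all 10000 random lists. Of 21 activity-regulated effector genes, 15 were at least 2-fold higher and 6 lay under 2-fold, with a median 2.51 above all genes. Nptx2, which encodes a synaptic pentraxin, was 18.1-fold higher. Homer1, a postsynaptic scaffold gene, was at least 22.0-fold higher by its brightest probe set, whereas another of its probe sets read 51.5 in sham and 40.4 after ECS. Among 15 feedback inhibitors of MAP kinase and cytokine signalling, 6 were at least 2-fold higher, including Spry2 (4.26-fold), Dusp1 (3.90-fold) and Errfi1 (3.83-fold). That list's median lay 0.33 above all genes, and 0.84 above with a floor of 50, chosen after seeing the data. The 5 genes measured by PCR on this RNA were all at least 2-fold higher, with a median 3.61 above all genes. They were measured on the same RNA, so they are not independent evidence. The early transcription factor list holds 3 of them and the effector list the other 2.

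Other genes with large ratios were Cenpa, which encodes a centromeric histone (27.0-fold), Sertad1, a transcriptional coregulator gene (12.3-fold), and Egr4 (11.3-fold). Kif18a, Plk3 and Maff were at least 5.2-fold, 4.83-fold and 4.25-fold higher. Below sham, after Zfp53 (5.48-fold lower), came Zfp472 (3.69-fold lower), the glucose transporter gene Slc2a4 (3.54-fold), the ubiquitin ligase gene Fbxo32 (3.52-fold), Trpc2 (3.41-fold), Sox18 (3.39-fold), Nrde2 (3.19-fold), Ccne2 (3.19-fold), Zfp61 (3.18-fold) and Etaa1 (3.12-fold). Pafah2 and Kcna7 were at least 4.42-fold and 4.27-fold lower.

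Among the mature GC markers, Il1r1, an interleukin receptor gene, had 241 units in sham and 85.1 after a single ECS, 2.83-fold lower. Tdo2 was 1.54-fold and Dsp 1.51-fold lower. The log2 ratio of Calb1, which encodes the calcium buffer calbindin, was -0.23, close to the -0.24 of all genes. The median of the 4 markers lay at -0.37 relative to all genes. Only 0.22% of random lists were lower. The 6 GC identity genes, among them Prox1, had a median 0.05 above all genes, or -0.10 after quantile normalization, and 0 members past 2-fold.

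Across all genes, 122 were at least 2-fold higher and 293 at least 2-fold lower. The median of all genes was -0.24, and after scaling the arrays to the same median the counts were 193 higher and 105 lower. With a floor of 50, chosen after seeing the data, they were 87 higher and 81 lower. With that floor and median scaling together, they were 121 higher and 17 lower. Most of the lower genes thus passed the 2-fold limit only through signals under 50 units or the lower median of all genes.

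**Figure D1:**
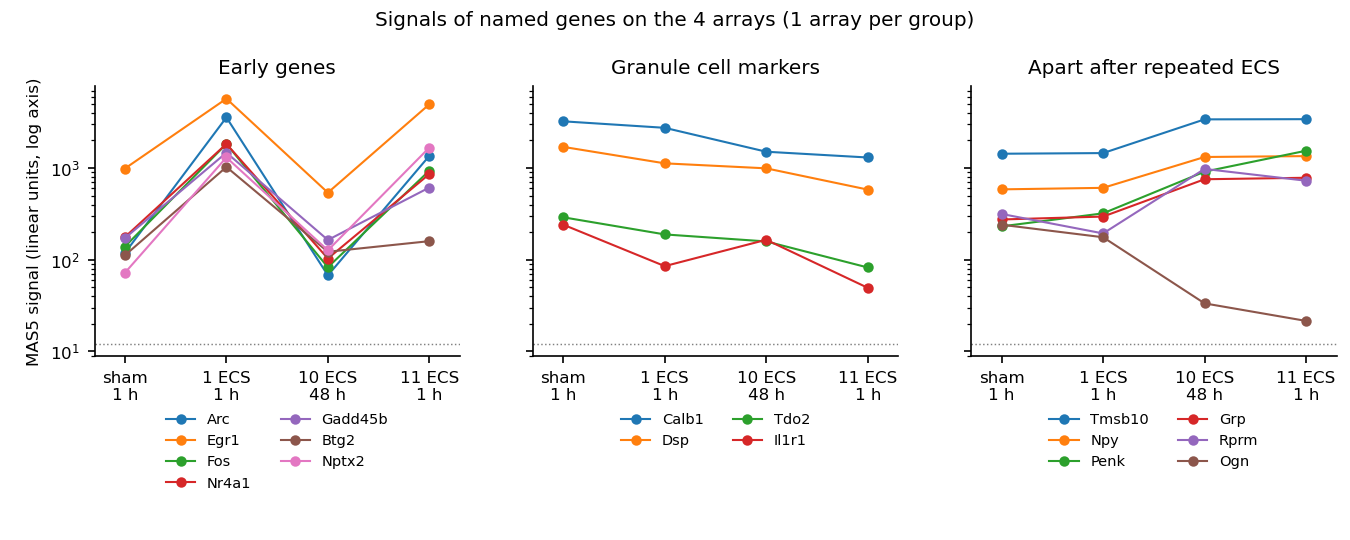
MAS5 signals (linear units on a log axis) of named genes on the 4 arrays, each point 1 array and the dotted line the floor of 12. Arc reads 119, 3570, 67.5 and 1360 units from sham to 11 ECS, Calb1 reads 3234, 2747, 1507 and 1304, and Tmsb10, chosen after its values were seen, reads 1433, 1456, 3397 and 3414.

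The response to the 11th ECS was taken as 11 ECS at 1 h against 10 ECS at 48 h, which share no array with the first comparison. The same kinds of genes were higher, most of them by a smaller ratio. Arc was 20.1-fold higher, Fos 11.3-fold, Nr4a1 8.34-fold and Gadd45b 3.73-fold. Egr1 was the exception among these 5, with a ratio of 9.21-fold. That ratio starts from 539 units after 10 ECS, against 988 in sham. At 1 h, Egr1 read 4963 units after 11 ECS and 5713 after a single ECS. By PCR on this RNA, the paper reports significantly weaker Egr1 induction after repeated ECS, unlike the ratio here. Atf3, Fosb and Egr2 were at the floor after 10 ECS and were at least 32.7-fold, 30.2-fold and 26.7-fold higher after the 11th.

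Of 26 early transcription factors measured here, 14 were at least 2-fold higher and 12 were not, and the median lay 1.33 above all genes. Of 21 effector genes, 13 were at least 2-fold higher, with a median 1.37 above all genes. Nptx2 was 13.2-fold higher, Homer1 at least 9.69-fold, and Cdkn1a, a cell cycle inhibitor gene, 5.31-fold. Dimmer probe sets of Homer1 had log2 ratios of 0.447 and 1.482. The feedback inhibitors had 5 of 15 members at least 2-fold higher, led by Dusp1 (3.50-fold) and Errfi1 (2.57-fold), with a median 0.89 above all genes, and 0.58 with a floor of 50. The PCR genes had a median 3.31 above all genes. Other genes with high ratios were Cenpa (15.4-fold), Nr4a2 (11.0-fold), and Inhba, an activin subunit gene (5.01-fold). Arhgef40 was 5.32-fold higher by its brightest probe set, which read 12.4 units after 10 ECS, close to the floor, whereas its other 2 probe sets had log2 ratios of 0.006 and -0.18. Cpt2 was at least 5.62-fold higher, and its other probe set was at the floor on both arrays.

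Among the named genes above the floor on both arrays, the lowest ratio was that of Il1r1, at 165 units after 10 ECS and 49.4 after the 11th, 3.34-fold lower. The 4 mature GC markers had a median of -0.75 relative to all genes, with Tdo2 1.92-fold, Dsp 1.71-fold and Calb1 1.16-fold lower. Mettl18 (3.21-fold), Inava (2.84-fold), Rflnb (2.81-fold), Etaa1 (2.77-fold), Zfp53 (2.63-fold) and Pik3r1, a regulatory subunit gene of phosphoinositide kinase (2.60-fold), were also lower, although the other 2 probe sets of Pik3r1 had log2 ratios of -0.43 and -0.76. Aldh16a1 was at least 4.59-fold lower. The GC identity list lay 0.15 above all genes, or 0.26 with the median over probe sets.

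In total 106 genes were at least 2-fold higher and 122 at least 2-fold lower, with a median of -0.11 over all genes. After median scaling the counts were 152 and 81, with a floor of 50 they were 59 and 12, and with both 68 and 10. Of the genes past 2-fold, 61 were higher after both the first and the 11th ECS, where independent lists of these sizes would share 1.24, and 35 were lower after both, against 3.42. After median scaling the shared genes were 82 and 14, against 2.81 and 0.81. With a floor of 50 they were 48 and 7, against 0.66 and 0.13. The 2 responses had a Pearson correlation of 0.50 and a Spearman correlation of 0.37 across 10449 genes.

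**Figure D2:**
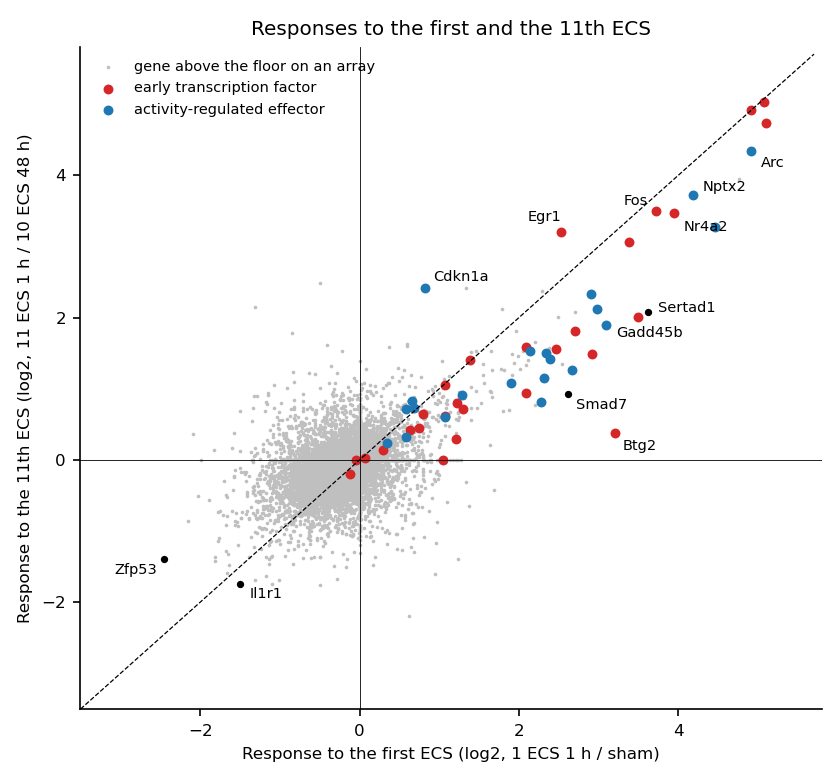
Response to the 11th ECS (log2 ratio, 11 ECS 1 h over 10 ECS 48 h) against the response to the first (log2 ratio, single ECS 1 h over sham), each point 1 gene and the dashed line equal responses. Genes at the floor are plotted at their bounds. Most early genes lie below the line, such as Btg2 at 3.20 and 0.39, whereas Egr1 lies above it at 2.53 and 3.20.

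Whether the response shrank after repeated ECS was the study's question for these arrays. Among early transcription factors at least 2-fold higher after a single ECS, 14 of 21 had a smaller ratio after the 11th, 3 a larger one, and for 4 the order is open because they were at the floor after 10 ECS. The 16 above the floor on all 4 arrays had a median ratio of 5.66-fold for the first response and 2.88-fold for the 11th. The 3 with a larger ratio, listed after their values were seen, were Fosb, Fosl2 and Egr1. Between the 11 ECS and single ECS arrays, these 3 had log2 ratios of -0.77, -0.67 and -0.20. The 4 left open were Egr2, Atf3, Maff and Nr4a3. Among induced effector genes, 13 of 15 had a smaller ratio and 2, Homer1 and Rrad, were left open, with medians of 5.77-fold and 2.86-fold over the 12 above the floor on all 4 arrays. Among induced feedback inhibitors 6 of 6 had a smaller ratio, with medians of 3.83-fold and 2.54-fold over the 5 above the floor on all 4 arrays. Picking members for a large first ratio favours a smaller second one. Over the members measured in both responses, with those at the floor entered at the floor, the log2 ratio was larger after the 11th in 3 of 26 transcription factors, 4 of 21 effector genes and 7 of 15 feedback inhibitors, the last including Zfp36 (difference of responses 1.18), Trib1 (at least 0.90) and Nfkbia (0.49), named after their values were seen. The largest gap among these early genes was that of Btg2, an antiproliferative gene, with 1028 units after a single ECS and 159 after 11 ECS, and a ratio of 9.20-fold after the first against 1.30-fold after the 11th. For the first response, the other probe set of Btg2 lay at least 2-fold away, but not in the opposite direction. Egr4 had ratios of 11.3-fold and 4.02-fold and Junb of 7.52-fold and 2.8-fold. Outside the early gene lists, Smad7, which encodes an inhibitor of TGF-beta signalling, had ratios of 6.12-fold and 1.89-fold.

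A smaller response at least 2-fold in size was seen in 3 early transcription factors (Btg2, Egr4 and Junb) and in 4 effector genes (Plk3, Pim1, Gadd45b and Gadd45g), named after their values were seen, with a difference of responses of -1.40 for Pim1 and -1.20 for Gadd45b. Dimmer probe sets of both did not show it, with log2 ratios of 1.43 and at least 1.55 for that of Pim1 and of 0.83 and 0.88 for 1 of the other 2 of Gadd45b, whereas the third had 4.15 and 2.38. For Plk3 the first ratio is a lower bound. The median difference of responses over the whole early transcription factor list was -0.47 relative to all genes and that over the effector list -0.71, each below all 10000 random lists, with members at the floor entered at the floor. Over the 22 early transcription factors above the floor on all 4 arrays, chosen after seeing the data, it was -0.50. For the PCR genes it was -0.44, and for the feedback inhibitors -0.16, which turned to 0.05 with the median over probe sets. In the other direction, Cdkn1a was 1.77-fold higher after the first ECS and 5.31-fold after the 11th. The later ratio of Cdkn1a starts from 40.0 units after 10 ECS, against 90.9 in sham. At 1 h, Cdkn1a read 160.6 units after a single ECS and 212.4 after 11. Among genes above the floor on all 4 arrays, with at least 48.0 units on 1 of them and outside the early gene lists, the most negative differences were those of Ttr (-2.11), Gm6607 (-1.84), Upk2 (-1.77), Smad7 (-1.69) and Slc41a3 (-1.65), and the most positive those of Slc2a4 (1.97), Sult1a1 (1.85), Hmbox1 (1.81), Vangl1 (1.78), Rps27 (1.75) and Ccnf (1.67). By another probe set Slc41a3 had log2 ratios of -0.23 and -0.29, and Hmbox1 of 0.005 and -0.32.

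Counted over all genes, the balance depended on how the genes were picked. Of the 122 genes higher after a single ECS, 28 (23.0%) had a response to the 11th that was at least 2-fold smaller and 1 had a larger one. In the mirror count, 29 of 106 genes (27.4%) higher after the 11th had a smaller response to the first, and 8 a larger one. With a floor of 50 the shares were 14.9% of 87 genes and 5.08% of 59, after median scaling 28.5% and 24.3%, and over genes above the floor on all 4 arrays 17.0% of 100 and 15.4% of 78. In simulated data with equal true responses they were 11.2% and 13.2%. Picking on the mean of both responses favours neither, and of 86 such genes 15 had a 2-fold smaller and 5 a 2-fold larger response to the 11th, against 12 and 1 with a floor of 50 and 19 and 4 after median scaling. Of the 293 genes lower after a single ECS, 95 (32.4%) had a smaller response to the 11th, against 35 of 122 (28.7%) in the mirror count. With a floor of 50, these were 6 of 81 (7.41%) and 1 of 12 (8.33%). After median scaling they were 39 of 105 (37.1%) and 32 of 81 (39.5%), so the order of the shares turned in both settings.

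The array at 48 h after 10 ECS was compared with sham to describe what differed after a course of ECS without a new stimulus. Several neuropeptide genes were higher. Penk, which encodes proenkephalin, had 231 units in sham and 913 after 10 ECS, 3.95-fold higher, and Tac2 (3.3-fold), Gal (2.92-fold), Grp (2.75-fold) and Npy (2.25-fold) were higher as well. The mature GC marker gene Calb1 was lower, with 3234 units in sham and 1507 after 10 ECS. Among the named genes above the floor on both arrays, the ratio farthest from 0 was that of Ogn, a secreted proteoglycan gene, 7.21-fold lower.

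Of 15 neuropeptide and granin genes, 5 were at least 2-fold higher and 0 lower, 5 were not above 0, with Pdyn lowest at a log2 ratio of -0.87, and the median lay 0.34 above all genes, above all random lists. After a single ECS the list had 0 members past 2-fold and a median of 0.345 relative to all genes. The 4 mature GC markers were all lower, Calb1 by 2.15-fold, Tdo2 by 1.83-fold, Dsp by 1.71-fold and Il1r1 by 1.46-fold, with a median at -0.69. The GC identity list lay at -0.08, within the range of random lists. Immature neuron markers had a median 0.28 above all genes, with Igfbpl1 2.16-fold and Dcx, a microtubule protein gene of young neurons, 1.51-fold higher, although 5 of 13 members did not exceed 0 and the other probe set of Dcx read 80.6 units in sham and 71.2 after 10 ECS. Cholesterol biosynthesis genes were slightly higher together. Of 18 members, 16 were above 0 and 0 past 2-fold, with a median 0.56 above all genes and Hmgcs1 going from 2315 to 3337 units. After a single ECS the list also lay 0.305 above all genes, with 12 of 18 above 0. This list was made knowing that the study had found such genes raised in other mice.

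Glucocorticoid-responsive genes were lower. Of 15 members, 4 were at least 2-fold lower and 0 were above 0, with a median of -0.48 relative to all genes, below all random lists, and -0.31 without probe sets that may cross-hybridise. Plin4 was at least 3.44-fold, Sult1a1 2.60-fold, Zbtb16, a zinc finger transcription factor gene, 2.30-fold and Cdkn1a 2.27-fold lower. The list shares 3 genes with the early gene lists. The early transcription factors had 0 of 26 members past 2-fold and a median 0.01 above all genes. Within them, Fos (1.68-fold), Nr4a1 (1.72-fold) and Egr1 (1.83-fold) were below sham, as was Arc (1.76-fold). The effector list had a median 0.25 above all genes (0.11 with a floor of 50) and the PCR genes -0.64. The feedback inhibitors lay at -0.13, or -0.229 with the median over probe sets.

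The study named the 15 probe sets raised at 24 h in other mice, and the lowered ones, among those changed by both ECS and the drug fluoxetine. Of the raised ones, 13 genes were measured in this comparison, and the median lay 0.86 above all genes. Of these 13, 9 were above 0 and 5 at least 2-fold higher. Arc (log2 ratio -0.81), Fosb (-0.78 or less), Fos (-0.75) and Egr2 (-0.04 or less) were below sham. Igfbp6, which encodes a binding protein for insulin-like growth factors, was 3.07-fold higher. The list shares 7 genes with the early gene lists and 3 with the neuropeptides. The lowered list gave 13 genes, 0 of them above 0 and 4 at least 2-fold lower, with a median of -0.74. Besides Ogn and Calb1, these were Frzb, a secreted inhibitor of Wnt signalling (2.19-fold lower), and Igfbp5 (2.11-fold lower, with a dim probe set at 22 and 37.2 units). After a single ECS the raised list lay 1.96 above all genes, or 1.25 with the median over probe sets and 3.70 at 2 times the floor. The lowered list lay at -0.24. For 4 genes of this list the brightest probe set is another than the one named by the study. Read by the named probe sets, the median was also -0.74 and 4 were at least 2-fold lower, with Parm1 (log2 ratio -1.03) in place of Frzb (-0.64). It shares 2 genes with the mature GC markers.

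Among other genes, collagen genes of meningeal and mural cells were higher, with Col3a1 at 17.9 units in sham and 106 after 10 ECS, 5.92-fold, and Col1a2 2.56-fold higher. Col6a1 was 4.22-fold, Gpnmb 3.21-fold and Rprm 3.10-fold higher. Pkmyt1, a kinase gene of the cell cycle, was 5.38-fold higher by its brighter probe set, which read 12.5 units in sham, close to the floor, and the other had a log2 ratio of 1.21. The meningeal and mural list had 3 of 12 members at least 2-fold higher and a median 0.12 above all genes, or 0.002 without probe sets that may cross-hybridise, and the endothelial list a median 0.27 above. Among the named genes above the floor on both arrays, the lowest after Ogn were Kcna7 (3.37-fold lower), the calcium release channel gene Ryr1 (2.94-fold), P2rx5 (2.89-fold), Kl (2.79-fold), Rasd1 (2.76-fold) and Tenm1 (2.73-fold). Psmc4 was 2.71-fold lower by its brighter probe set, and the other read 536 and 470 units. At the floor after 10 ECS, Nol6 was at least 8.99-fold, Cpt2 4.93-fold, Gys1 4.35-fold, Fst 4.18-fold and Slit3 4.02-fold lower, but other probe sets had log2 ratios of -0.76 for Nol6 and at least 0.415 for Gys1. In total 73 genes were at least 2-fold higher and 124 lower, with a median of -0.14 over all genes. The counts were 96 and 75 after median scaling, 15 and 28 with a floor of 50, and 21 and 12 with both.

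**Figure D3:**
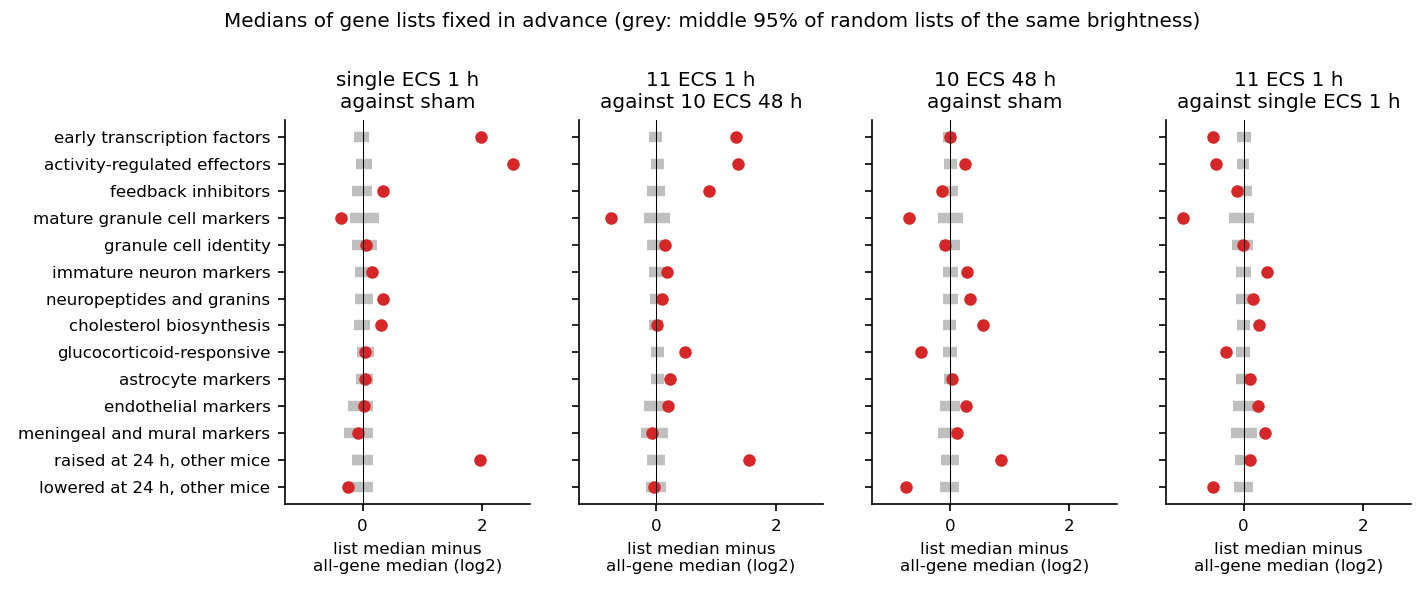
Medians of gene lists minus the median of all genes (log2) in the 4 comparisons, each red point 1 list and each grey bar the middle 95% of 10000 random lists of the same brightness. The early gene lists lie to the right at 1 h after ECS (1.98 and 2.51 after a single ECS), and the mature GC markers lie to the left in each comparison, at -0.37, -0.75, -0.69 and -1.01.

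The arrays at 1 h after 11 ECS and after a single ECS were compared directly. Part of the genes that were apart after 10 ECS were apart here too, 23 of the 73 higher and 14 of the 124 lower ones by at least 2-fold. Penk was 4.82-fold higher, with 321 units after a single ECS and 1545 after 11, and Ogn was 8.18-fold lower. The mature GC markers Tdo2 (2.29-fold) and Calb1 (2.11-fold) were lower, as were genes induced by a single ECS such as Btg2 (6.45-fold), Smad7 (3.27-fold) and Cenpa (3.13-fold).

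The early transcription factors had 7 of 27 members at least 2-fold lower, 0 higher and 2 above 0, with a median of -0.51 relative to all genes. Nr4a1 was 2.13-fold, Arc 2.62-fold, Gadd45b 2.40-fold, Fos 1.96-fold and Egr1 1.15-fold lower. The effector list had 5 of 21 members at least 2-fold lower and a median of -0.47, and the PCR genes a median of -1.09. The feedback inhibitors lay at -0.12. The mature GC markers had a median of -1.01, with Dsp 1.93-fold and Il1r1 1.72-fold lower, while the GC identity list lay at -0.01. Immature neuron markers had a median 0.40 above all genes with 10 of 13 members above 0, led by Igfbpl1 (2.71-fold higher), Dcx (1.98-fold) and Dpysl3 (1.93-fold, with 1 of its 3 probe sets at 27.2 and 18.4 units), and 0.18 with the median over probe sets.

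Neuropeptides and granins had 5 of 15 members at least 2-fold higher, among them Gal (2.87-fold), and Cort was at least 3.69-fold lower. The median lay 0.15 above all genes. Cholesterol biosynthesis genes lay 0.26 above (0.17 with the median over probe sets), with 15 of 18 members above 0, and glucocorticoid-responsive genes at -0.29. The raised 24 h list lay 0.10 above all genes (-0.012 with a floor of 50), with 5 members at least 2-fold higher, such as Batf3 (5.04-fold), and 2 lower. The lowered 24 h list lay at -0.51. Astrocyte markers had 3 of 15 members at least 2-fold higher, the filament gene Gfap (2.96-fold), Serpina3n (2.20-fold) and Cd44 (2.16-fold), and a median 0.12 above all genes. Other high ratios were those of Col3a1 (4.14-fold), Gpnmb (3.91-fold), Rprm (3.76-fold), Col6a1 (3.19-fold) and S100a6 (2.8-fold), and Sema3a was at least 4.18-fold higher. Other low ratios were those of Gm13889 (3.29-fold), Tenm1 (2.85-fold), Gadd45g (2.85-fold), Lncpint (2.83-fold), Ttr (2.81-fold) and Egr4 (2.75-fold).

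In total 83 genes were at least 2-fold higher and 78 lower, with a median of 0.00 over all genes, and 19 and 31 with a floor of 50. The comparisons of 10 ECS with sham and of 11 ECS with single ECS share no array. They had 23 genes higher in both, where independent lists would share 0.58, and 14 lower in both, against 0.93. With a floor of 50 the shared genes were 11 and 6, against 0.04 and 0.11. The Pearson correlation of these comparisons across genes was 0.27 and the Spearman correlation 0.25, or 0.40 and 0.32 with a floor of 50.

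**Figure D4:**
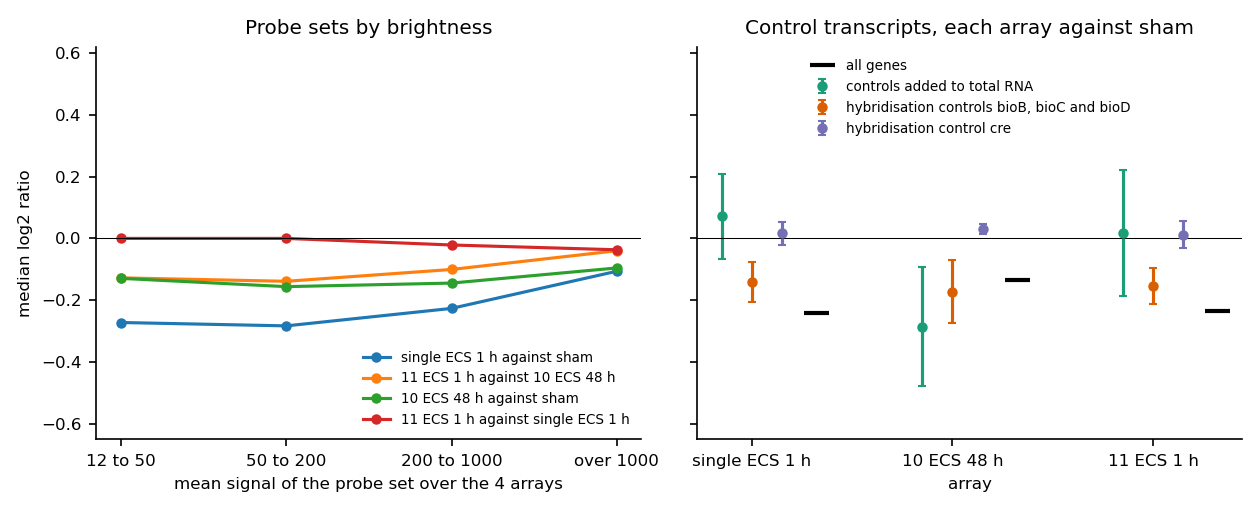
Left, median log2 ratio of probe sets in 4 classes of mean signal (signal units), 1 line per comparison. Right, median log2 ratio to sham of control transcripts on each ECS array (bars, SD between probe sets) beside the median of all genes (black), which is -0.24 for single ECS and -0.14 for 10 ECS.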

Values the study reported

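The study counted 329 genes as increased and 1,090 as decreased after a single ECS. Of these, it described reduced responsiveness after repeated ECS for 195 of the increased and 117 of the decreased genes.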

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

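The tests of explanations in this part, and the limit to genes above the floor on all 4 arrays, were chosen after the results were seen, whereas the gene lists, their random lists and picking on the mean of both responses were planned. The response to the first and to the 11th ECS differed in direction, by at least 2-fold each way, in 3 genes, and none of these differences was tested, since each rests on 4 single arrays. Nol6 was lower after the first ECS (log2 ratio -1.31) and higher after the 11th (at least 2.15, with 10 ECS at the floor), a difference of at least 3.46, but its other probe set was above sham after a single ECS, with 50 and 66.8 units. Ocel1 had log2 ratios of -1.08 and at least 1.05, a difference of at least 2.13. Serpind1, at the floor in sham and after 11 ECS, had log2 ratios of 1.24 or more and -1.39 or less, so its difference was -2.63 or less. Among the 2246 probe sets without a single gene name, which entered no comparison, 5 were at least 2-fold higher and 4 at least 2-fold lower after both the first and the 11th ECS.

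Most induced early genes had smaller responses to the 11th ECS than to the first, a pattern with a statistical, a tissue and a biological reading. Outside the early gene lists, picking genes for a large first response cannot be told apart from smaller responses. Of genes picked on the mean of both responses and above the floor on all 4 arrays, 6 were 2-fold apart. Of these, 5 (83.3%) had the smaller response to the 11th, too few to decide, where it was 11 against 2 with the early genes included. Without the limit to genes above the floor on all 4 arrays, 6 had the smaller and 4 the larger response to the 11th. With that limit it was 6 against 0 after median scaling and 5 against 0 with a floor of 50. For the early transcription factors, a list fixed beforehand, picking does not enter, and their median difference of responses was -0.34 where the middle 95% of random lists of the same brightness began at 0.015 (-0.365 and 0.013 for members above the floor on all 4 arrays), which argues against it there. A pool with fewer granule cells would lower their identity genes by as much as the early genes (median -0.51 between the 11 ECS and single ECS arrays). The identity genes had a median of -0.005 with an SD of 0.28 between 6 members, which argues against it as the whole cause. The mature GC markers (-1.01, all 4 lower) cannot decide, since lower expression per cell would lower them as well. The paper reports lower calbindin in granule cells after repeated ECS, with the neuronal marker NeuN not affected. The CA1 and CA3 pyramidal (0.30, or 0.12 with a floor of 50) and endothelial markers (0.24) go with such a pool. So do the meningeal and mural (0.36) and astrocyte markers (0.12). Each of these lists lay above the range of random lists and leaves a smaller part open. Interneuron, microglia, oligodendrocyte and oligodendrocyte precursor markers lay within that range and choroid plexus markers (-0.61) below it. A smaller induction per cell after repeated ECS may account for the early genes, as a hypothesis that RNA pooled from tissue cannot test. For c-fos, the paper reports staining in most granule cells after a single ECS and its strong suppression after repeated ECS. By PCR tested across mice, it also reports significantly weaker induction of Gadd45b, Nr4a1, Arc and Egr1. On these arrays, chance differences between single pools, the time between sessions and the strength of the seizures were not tested. Neither were repeated anaesthesia and handling, since no array had repeated sham sessions.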

How the results depend on the processing

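All settings named here were planned before the data were examined, except a floor of 50 signal units, alone or with median scaling, the count over genes above the floor on all 4 arrays and the reading of 2 lists by the probe sets named in the study, which were chosen after seeing the data. No paired analysis was possible because each group is 1 array, and for the same reason no replicate could be left out. The list medians that the comparisons rest on kept their direction in each setting that recomputes them. The early transcription factors lay between 1.63 and 2.53 above all genes after a single ECS (1.98 as reported) and between -0.54 and -0.43 in the difference of responses, and the mature GC markers between -1.02 and -0.94 for 11 ECS against single ECS. Some moved by over 1.5 times: the feedback inhibitors lay between 0.31 and 0.85 after a single ECS (0.33 as reported) and between 0.58 and 0.91 after the 11th (0.89), the glucocorticoid-responsive genes between -0.48 and -0.31 after 10 ECS (-0.48) and the cholesterol genes between 0.17 and 0.26 for 11 ECS against single ECS (0.26). Of 1634 list medians, taken under the alternatives that recompute them, 1632 moved by less than the SD between list members. For the list medians that the comparisons rest on, these were 10 or 11 of the 18 alternatives. By more moved 1, that of the oligodendrocyte precursors for 10 ECS against sham (-0.23 with the median over probe sets). The SD between members is a wide limit, at 2.31 for the raised 24 h list after a single ECS. That list's move from 1.96 to 3.70 at 2 times the floor stayed within it. So did the cell cycle list's turn from 0.28 to -0.18 for 11 ECS against single ECS with a floor of 50. The count of 1632 therefore does not show that list medians are stable. Among lists outside the range of random lists 1 reversed, that of the feedback inhibitors for the difference of responses (0.046 with the median over probe sets). Of 4221 values of named genes, 3546 moved by less than the spread between probe sets, 669 by more and 6 reversed. What signal over background limits is the counts: the robust SD of log2 ratios of single ECS against sham was 0.47 for probe sets with a mean signal up to 50 and 0.15 for those over 1000.

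Counts of genes past 2-fold are given in the order single ECS against sham, 11 ECS against 10 ECS, 10 ECS against sham, and 11 ECS against single ECS, followed by the induced genes with a smaller response to the 11th ECS (28 as reported) and the lowered genes with a smaller response (95 as reported). A higher floor leaves fewer dim genes by construction. At 2 times the floor the values were 262, 108, 76, 82, 17 and 23, and with a floor of 50 they were 168, 71, 43, 50, 13 and 6. With a floor of 50 and median scaling they were 138, 78, 33, 49, 17 and 1. A lower floor lets in more dim genes, with 823, 580, 575, 546, 126 and 286 at the floor divided by 2, and 1738, 1493, 1449, 1521, 431 and 684 with no floor beyond 1 unit. Counting probe sets, which are more than the genes, gave 768, 426, 422, 345, 60 and 207. A limit of 1.5-fold gave 1869, 1045, 1039, 868, 152 and 625, and one of 3-fold gave 85, 42, 22, 15, 3 and 4, as a looser and a stricter limit must. The induced and the lowered genes with a smaller response were 55 and 39 after median scaling, 58 and 35 after quantile normalization, and 54 and 33 after cyclic loess. These settings remove the lower median of the sham comparisons, so more genes count as induced and fewer as lowered. Picking genes on the mean of both responses gave 15 and 9, against 5 and 1 with a larger response to the 11th. Lowered genes were 18 with sham as the baseline of the response to the 11th ECS, an array that both responses then share, and 35 when picked on that response. Over genes above the floor on all 4 arrays, which leaves out genes by construction, the values were 17 of 100 and 54 of 220. For picking and baseline the cause was not tested.

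The Pearson correlation of the responses to the first and the 11th ECS (0.50 as reported) was 0.63 at 2 times the floor, 0.34 at the floor divided by 2, 0.14 with no floor, 0.69 with a floor of 50 and 0.69 with that floor and median scaling. The Spearman correlation (0.37 as reported) was 0.24 with no floor, 0.50 with a floor of 50 and 0.50 with that floor and median scaling. The cause was not tested. For single genes, the response of Nol6 to a single ECS reversed to 0.68 after quantile normalization and 0.72 after cyclic loess, where another probe set was the brighter one. With the median over probe sets, the difference of responses of Arhgef40 was -0.16 and the response of Slc41a3 to a single ECS -0.16. The difference of responses of Pafah2 was -0.33 with a floor of 50 and -0.41 with that floor and median scaling.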

Other observations

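The tests of explanations in this part, the zinc finger list, the floor of 50 and leaving early genes out of the glucocorticoid list were chosen after the results were seen, whereas the other gene lists and their random lists were planned. Of 18 endoplasmic reticulum chaperone and stress genes, 1 was at least 2-fold higher after a single ECS, Ddit3 (2.38-fold), and Hspa5, an endoplasmic reticulum chaperone gene, was 1.75-fold higher. The list's median lay 0.23 above all genes after the first ECS and 0.11 after the 11th. Of 12 cytosolic heat shock genes, Dnajb1 was 2.87-fold higher after the first ECS and Bag3 2.40-fold higher after the 11th, with list medians 0.37 and 0.23 above all genes. Of 15 neurotrophic and growth factor genes, 2 were at least 2-fold higher after each ECS, Bdnf (4.39-fold and 2.89-fold) and Inhba (7.51-fold and 5.01-fold), both also members of the effector list, and Vegfa was 1.80-fold higher after the first. The list medians were 0.17 and 0.25 above all genes, the first 0.32 with a floor of 50. Clock genes had medians within 0.01 of all genes in both responses, the first -0.12 without probe sets that may cross-hybridise, while Per1, also an early transcription factor of the lists, was 4.25-fold and Per2 2.05-fold higher after a single ECS. Sox11, a transcription factor of young neurons, went from 244 to 499 units after the first ECS and from 323 to 843 after the 11th.

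The lists of other cells mostly held few members past 2-fold. For 11 ECS against single ECS, list medians relative to all genes were 0.10 for microglia, 0.11 for oligodendrocytes, -0.27 for oligodendrocyte precursors, 0.24 for endothelial cells, 0.36 for meningeal and mural cells, 0.30 for CA1 and CA3 pyramidal cells and -0.13 for interneurons. The oligodendrocyte median was -0.07 with the median over probe sets. Those of endothelial, meningeal and mural, and pyramidal cells lay above the middle 95% of random lists, and with a floor of 50 their medians were 0.14, 0.23 and 0.12. Cell cycle genes had a median of 0.28 with 11 of 16 members above 0, which turned to -0.18 with a floor of 50, and interferon response genes one of 0.28 with 9 of 12 above 0. In the same comparison, glutamate receptors lay at -0.09, GABA receptors at -0.12, potassium channels at -0.02, housekeeping genes at -0.04, ribosomal protein genes at -0.07 and oxidative phosphorylation genes at -0.07. Among 3 measured choroid plexus markers, Ttr had 67.2, 216, 103 and 76.9 units from sham to 11 ECS, so the array after a single ECS stood apart, and Kl had 74.3, 38.4, 26.6 and 25.2. The 3 probe sets of Ttr moved together, and the list's median for 11 ECS against single ECS was -0.61, or -0.28 at the floor divided by 2. Tmsb10, which encodes an actin-sequestering protein and was chosen after its values were seen, was 2.37-fold higher after 10 ECS than in sham and 2.34-fold higher after 11 ECS than after a single ECS.

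Zinc finger genes named Zfp and a number, a list formed after some of them were seen among the lowest genes, were mostly below 0 at 1 h, as were most genes. Of 143 measured after a single ECS, 122 (85.3%, against 80.4% of all genes) were below 0, 31 at least 2-fold lower and 1 at least 2-fold higher, with a median of -0.32 relative to all genes, below all random lists. After the 11th ECS, 109 of 143 (76.2%, against 67.4%) were below 0 and 8 at least 2-fold lower, with a median of -0.17, again below all random lists. For 10 ECS against sham 114 of 145 were below 0, with a median of -0.08, lower than all but 0.68% of random lists. For 11 ECS against single ECS, 90 of 136 were above 0, with a median 0.14 above all genes, higher than the middle 95% of random lists.

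Most genes had lower signals on the ECS arrays than on the sham array, with a median of -0.24 after a single ECS. A single scaling factor per array would shift bright and dim probe sets alike, but those over 1000 units lay 0.18 above those between 50 and 200, which argues against it as the whole cause. Transcript loss confined to the first hour after a seizure would spare the 48 h array and cannot be told apart from the rest, since there the median of all genes lay 0.15 above the control transcripts added to total RNA but at -0.166 relative to the hybridisation control cre. Less messenger RNA in the total RNA on all ECS arrays cannot be told apart either: control transcripts added to total RNA lay 0.31 above the median of all genes after a single ECS and 0.25 above after 11 ECS, but at -0.15 relative to it after 10 ECS. A difference in array background was not tested and stays open.

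Glucocorticoid-responsive genes were lower 48 h after 10 ECS than in sham, and 12 of 12 were below 0 when the 3 members shared with early gene lists were left out, with a median of -0.54 relative to all genes. By the description in the study both groups had a sham session shortly before dissection, so handling and anaesthesia were equally recent. They were not equally frequent, since only the 10 ECS mice had earlier sessions, and this was not tested. The time since the last ECS would leave no difference between 11 ECS and single ECS, both at 1 h, but there the median was -0.247 with 9 of 12 below 0, where the range of random lists began at -0.14, which argues against it as the whole cause. A loss that a further ECS leaves in place would keep the distance from all genes in 11 ECS against sham. That distance was -0.139, 25.8% of that at 48 h, which argues against such a loss as the whole cause. All 12 genes were still below 0 there, with a median log2 ratio of -0.373, where the range of random lists began at -0.368. A smaller lasting part stays open. In the response to the 11th ECS these 12 genes had a median 0.40 above all genes, with 10 above 0. After the first ECS the median was -0.13 relative to all genes, with 4 above 0. The later response is counted from the low 10 ECS array, so it cannot tell a stronger response from a lower start. A weaker hormone release in mice used to the sessions may account for the pattern, as a hypothesis that was not tested. Chance differences between single pools stay open too.

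The counts of genes past 2-fold rest on signal ratios. The study describes its counted genes as significantly changed without stating the criterion. Its software also computes change calls, which were not used here, so the counts are not compared.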
